A study of Mus musculus with 6 samples. Its data were reported in "The Use of Targeted Next Generation Sequencing to Explore Candidate Regulators of TGF-β1’s Impact on Kidney Cells" (2018).

How the data were processed

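H3K27me3 ChIP-seq was analysed in 6 samples of mouse primary mesangial cells, 3 Control and 3 treated with TGF-β1 at 10 ng/ml for 72 h. Samples were grouped by the treatment label, and the replicate number came from the sample titles. The same numbers, 1 to 3, appear in both groups, which is the only source of the pairing used in the replicate block. No sample was left out.

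According to the methods of the study, the authors aligned clean reads to mm9 with BWA, kept uniquely mapped reads and counted reads with the same start once. Per the file headers, broad peaks were called with MACS 2.1.0.20150731 on each sample separately, without a control library, with a q threshold of 0.01 for strong and 0.1 for weak regions, 49 bp tags, an effective genome size of 1.87 Gb and a window of 10000 bp for the local background. The methods of the study also describe calling on merged replicates, but the lists used here are per sample. The deposited pileup column is a coverage signal, the mean number of extended tags over the peak, not scaled to library size. The deposited fold enrichment is a ratio of that signal to the local background of the same library. The deposited p and q columns hold −log10 values of the test against that background. The headers name the aligned libraries gDNA, and the extraction protocol in the labels describes immunoprecipitation of methylated DNA, while the titles, the antibody label and the study describe H3K27me3. The grouping follows the labels.

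The headers give the depth of each library, 24753483 to 25635595 tags before and 19721434 to 22307716 after removal of duplicates, and a fragment length of 161 to 182 bp. Tag counts per peak were not used here, so the precision of each comparison rests on the spread of 3 samples per group.

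Positions were compared with the mm9 genome sequence and the GENCODE M1 annotation of the same assembly, and 0 peaks ran past the end of a chromosome. Between 53 and 76 peaks per sample lay on sequences with no fixed place in the assembly and entered no gene assignment. Elements were taken from protein-coding genes: 2 kb upstream, CDS, intron, 2 kb downstream, and intergenic for peaks that touch neither a gene body nor these flanks. Any overlap of 1 bp counted.

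Peak number, covered length, median width and median fold enrichment were compared on the log2 scale with a 2-sided exact permutation test of the 6 values. Its smallest p is 0.1, so no comparison of this kind can pass 0.05. The replicate block used an exact sign-flip test of 3 pairs, with a smallest p of 0.25. Overlap between samples was the Jaccard index of base pairs, with 10 random shifts per pair as the chance level. Union regions were merged where peaks shared at least 1 bp. Regions called in all 6 samples were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2 of the highest fold enrichment, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit was tested on simulated data of 240 regions, of which 40 were changed, and recovered 80% of changes of 1 log2 unit and 97.5% of changes of 2 log2 units, with 4 and 1 false calls. The region counting was tested on simulated peak lists and returned all 150 Control-only, 40 TGF-β1-only and 200 shared regions that were planted. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0.

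The regions named in the text followed a rule fixed before the data were examined: the 5 regions per direction called in all 3 samples of 1 group and none of the other with the highest mean fold enrichment, the 5 regions called in all 6 samples with the highest mean log2 fold enrichment, the 5 per direction with the smallest p among shared regions past the limma threshold (there were 0), and the genes listed by the study as changed in both H3K27me3 and expression.

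Alternatives fixed at the same time were a −log10 q of at least 5, a fold enrichment of at least 4, joining of peaks within 1000 or 5000 bp, autosomes only, ratios of group medians, equal numbers of peaks per sample (878, the number in the smallest list), other definitions of overlap and of a call, other values and region sets in limma, assignment by peak midpoint, the replicate block, and the removal of each sample in turn. Chosen after seeing the data were a −log10 q of at least 1, the 878 longest peaks, 878 peaks drawn at random in 100 draws, the block and the removal of samples for the gene elements, and all alternatives for the shares of peaks by element and for peaks at CpG-rich promoters.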

Results

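H3K27me3, the trimethylated form of lysine 27 on histone H3 and a mark of repressed chromatin, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in mouse primary mesangial cells, the contractile cells of the kidney glomerulus. The 6 samples formed 2 groups, with 3 Control samples and 3 samples treated with transforming growth factor β1 (TGF-β1), a profibrotic cytokine, at 10 ng/ml for 72 h. All cells were grown in medium with 25.5 mM glucose and 20% foetal bovine serum. Each sample had its own list of broad peaks on the mouse genome assembly mm9, and each list was called without an input control library. The libraries held 20770206 to 21911472 tags after removal of duplicates in the Control group and 19721434 to 22307716 in the TGF-β1 group. Duplicate tags made up 13 to 16% of the tags in the Control libraries and 11 to 21% in the TGF-β1 libraries. These depths belong to whole libraries, and the peak lists give no tag count per peak, so no counting interval was attached to single peaks.

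The first question was whether TGF-β1 changed the amount of the genome called as marked. The Control samples had 2692, 2699 and 2005 peaks, and the TGF-β1 samples had 1603, 878 and 1337. The mean peak number was 2465 ± 399 (SD, n = 3) in the Control group and 1273 ± 367 (SD, n = 3) in the TGF-β1 group. The log2 ratio of TGF-β1 to Control was -0.98, against a pooled replicate SD of 0.36 on the log2 scale. Every Control sample lay above every TGF-β1 sample, which gave a 2-sided exact permutation p of 0.1, the smallest p that 3 samples against 3 allow. With same-numbered samples taken as pairs (the replicate block), the mean log2 difference was also -0.98 (SD 0.56, 3 pairs), with an exact sign-flip p of 0.25, the smallest that 3 pairs allow. Deviations of log2 fold enrichment from the group means over shared regions correlated at -0.09 on average for samples with the same number and at 0.05 for samples with different numbers. Centring ties these averages to each other, so this check gave no sign of pairing but does not rule it out. Among the processing alternatives that kept all 6 samples, the one that moved the log2 ratio most was a fold enrichment of at least 4, which gave -0.80.

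The base pairs under peaks fell further than the peak number. The covered length was 1344 ± 304 kb (SD, n = 3) in the Control group and 587 ± 135 kb (SD, n = 3) in the TGF-β1 group, a log2 ratio of -1.19 with a pooled replicate SD of 0.35 and an exact permutation p of 0.1. Again each Control sample exceeded each TGF-β1 sample. In the replicate block the covered length had the same mean log2 difference of -1.19, with an exact sign-flip p of 0.25. The median peak width was 435 ± 39.4 bp in the Control group and 361.5 ± 28.6 bp in the TGF-β1 group (SD, n = 3 each). Its log2 ratio of -0.27 exceeded the pooled replicate SD of 0.12, but the samples of the groups interleaved and the exact permutation p was 0.2. Within the same-numbered pairs it fell in all 3, by log2 differences from -0.42 to -0.19 (mean -0.27), with a sign-flip exact p of 0.25. The median fold enrichment was 1.80 ± 0.09 in the Control group and 1.89 ± 0.03 in the TGF-β1 group (SD, n = 3 each), and the log2 ratio of 0.07 came with an exact permutation p of 0.3. In the replicate block it was 0.07 as well and positive in all 3 pairs (from 0.02 to 0.10), with an exact p of 0.25. Among only the peaks with a fold enrichment of at least 4, the log2 ratio was -0.068. That threshold selects on the compared value itself, so it cannot test the small rise over all peaks.

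Peaks were then assigned to the elements of protein-coding genes, the comparison that the study made for each replicate. A peak could overlap more than 1 element, and peaks on sequences with no fixed place in the assembly were counted apart. Within 2 kb upstream of genes there were 379 ± 74.5 peaks per Control sample and 118 ± 40.7 per TGF-β1 sample (SD, n = 3 each), a log2 ratio of -1.74. Coding sequence (CDS) overlapped 465 ± 102 peaks and 148 ± 48.95 peaks, a log2 ratio of -1.69. For introns the means were 962 ± 180 and 420 ± 143, with a log2 ratio of -1.24. Within 2 kb downstream of genes they were 86.0 ± 16.1 and 39.7 ± 8.74, with a log2 ratio of -1.12. The smallest change was between genes, where 1054 ± 171 peaks fell to 649 ± 179, with a log2 ratio of -0.73. In all 5 elements each Control sample exceeded each TGF-β1 sample, and the exact permutation p was 0.1 for each, and 0.1 after Benjamini-Hochberg adjustment over the 5 elements. The replicate block gave the same 5 log2 differences, since the pairs use every sample once.

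**Figure D1:**
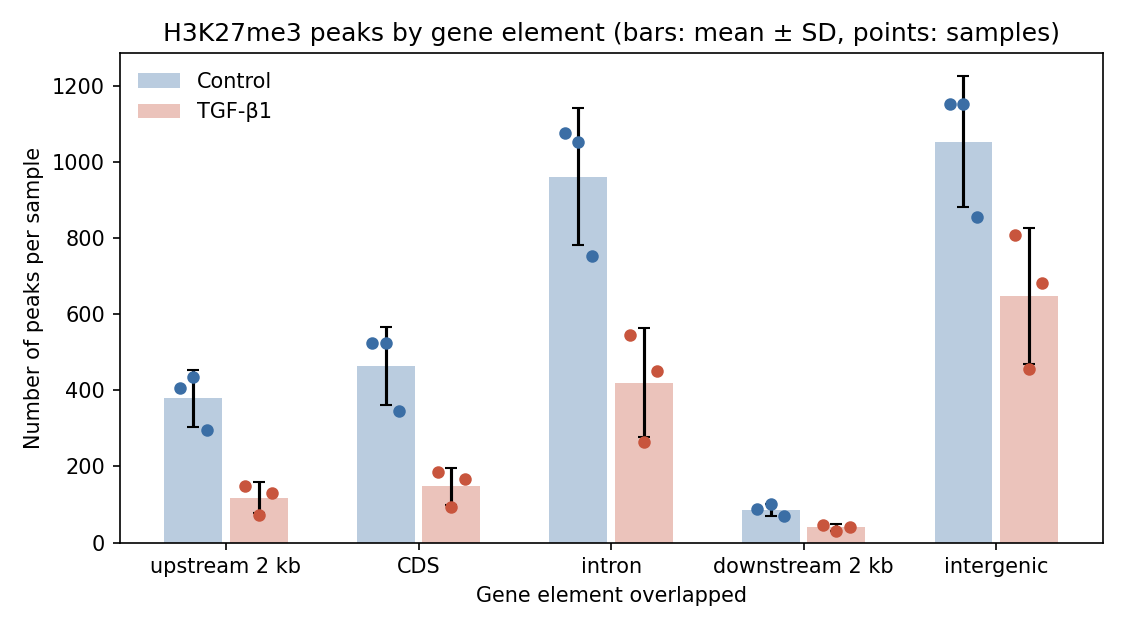
Number of H3K27me3 peaks per sample (vertical axis) that overlap each element of protein-coding genes (horizontal axis), with bars for the mean of 3 samples, error bars for the SD and points for single samples of the Control and TGF-β1 groups. In each of the 5 elements the 3 Control points lie above the 3 TGF-β1 points.

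The composition of the peak sets differed as well. Of the peaks with a fixed place, 15.8 ± 0.70% lay within 2 kb upstream of a gene in the Control samples and 9.60 ± 0.68% in the TGF-β1 samples (SD, n = 3 each; exact permutation p of 0.1). Intergenic peaks made up 44.0 ± 0.32% and 53.9 ± 1.87% (exact permutation p of 0.1). The share downstream of genes differed by less than the spread between replicates, at 3.59 ± 0.25% and 3.34 ± 0.33% (exact permutation p of 0.4). With peaks of −log10 q of at least 5 this share changed direction. It was 3.34 ± 0.31% in the Control samples and 4.78 ± 0.46% in the TGF-β1 samples (exact permutation p of 0.1). These shares rest on only 5 to 7 downstream peaks per Control sample and 4 to 5 per TGF-β1 sample, so the number of such peaks did not rise. Promoters rich in CpG were examined separately, defined by a GC content of at least 0.5 and an observed to expected CpG ratio of at least 0.6 within 1 kb on either side of the transcription start site (TSS). Peaks within 2 kb of the TSS of these 6614 promoters numbered 385 ± 61.5 in the Control samples and 95 ± 30.8 in the TGF-β1 samples (SD, n = 3 each). They made up 16.1 ± 0.30% and 7.80 ± 0.18% of the placed peaks. Their log2 ratio was -2.06, against -0.88 for all other placed peaks, and the difference of -1.18 had an exact permutation p of 0.1.

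The next comparison asked whether peak sets were more alike within a group than between groups. The Jaccard index, the base pairs shared by 2 peak sets divided by the base pairs in either, averaged 0.179 ± 0.015 (SD) over the 6 pairs of samples within groups and 0.136 ± 0.015 over the 9 pairs between groups. Within the Control group it averaged 0.190 and within the TGF-β1 group 0.168. When peaks were shifted at random along their chromosomes, the mean index was 0.0002, so all pairs overlapped far more than shifted sets. By the share of peaks that overlapped a peak of the other sample, the Control pairs averaged 38.4%, the TGF-β1 pairs 30.8% and the pairs between groups 31.2%, so on this measure the TGF-β1 samples were not more alike within their group. Same-numbered pairs between groups averaged 0.135 and the other pairs between groups 0.136. The difference between the within-group and the between-group mean was 0.043. No other split of the 6 samples into 3 and 3 gave more than 0.010. The index of 2 sets cannot exceed the ratio of the smaller to the larger covered length. The shorter covered length of the TGF-β1 samples thus limits the values between groups, and part of this difference may come from set size. The alternative that lowered the difference most was an equal number of randomly drawn peaks per sample, which gave 0.017.

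**Figure D2:**
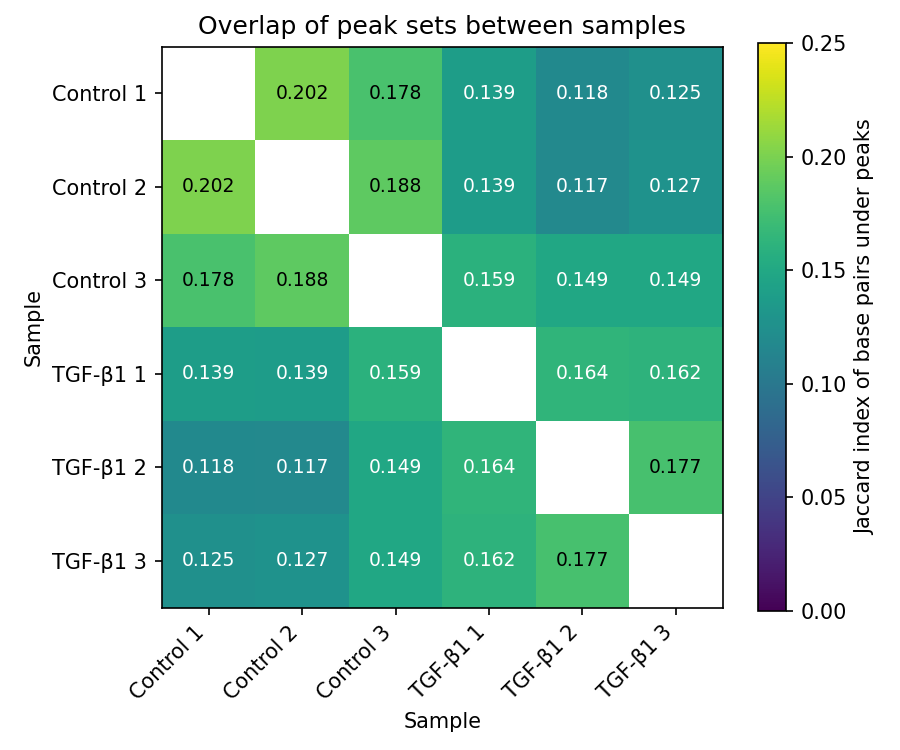
Jaccard index of the base pairs under peaks for each pair of the 6 samples (both axes list the samples), printed in each cell and shown by colour. The pairs within the Control group and within the TGF-β1 group reach 0.16 to 0.20, and the pairs between groups 0.12 to 0.16.

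Overlapping peaks of all samples were merged into 6924 union regions. Most of these, 5018 regions or 72.5%, were called in 1 sample. There were 156 regions called in all 3 Control samples and in no TGF-β1 sample, and 6 regions called in all 3 TGF-β1 samples and in no Control sample. All 6 samples shared 240 regions. Among the 10 splits of the samples into 3 and 3, the highest count of regions private to 1 side outside the real split was 42. With the 878 strongest peaks of each sample by −log10 q, 21 regions were Control-only and 30 were TGF-β1-only, and with the 878 longest peaks 40 and 33. Equal numbers take most peaks from the Control lists and none from TGF-β1 sample 2, so a fall of the Control-only count is expected from the procedure itself.

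**Figure D3:**
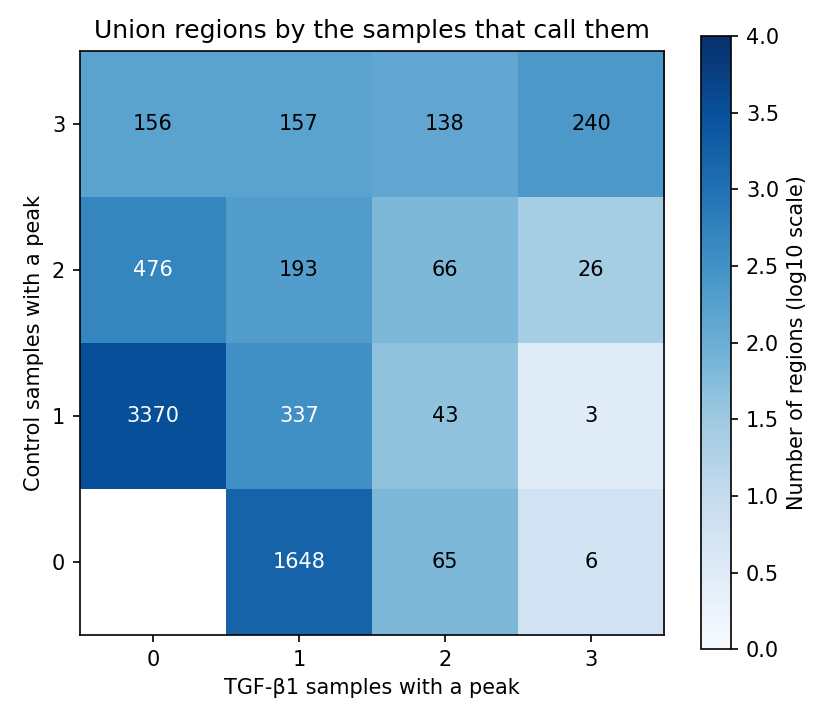
Number of union regions (printed, with colour on a log10 scale) by the number of TGF-β1 samples (horizontal axis) and of Control samples (vertical axis) with a peak in the region. The largest cells hold the regions of a single sample, 3370 in the Control group and 1648 in the TGF-β1 group, and the Control-only corner holds 156 regions against 6 in the TGF-β1-only corner.

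The 3 kinds of region differed in sequence. Control-only regions had a median GC content of 61.5% and a median CpG ratio of 0.65, and 105 of the 156 (67.3%) lay within 2 kb of a protein-coding TSS. None of the 6 TGF-β1-only regions did, and their median CpG ratio was 0.03. Of the regions shared by all samples, 200 had a fixed place in the assembly. These had a median CpG ratio of 0.22, and 33 of them (16.5%) lay within 2 kb of a TSS. In 94 of these 200 regions (47.0%) more than 50% of the words of 31 bases occurred more than once in the assembly, against 7 of the 156 Control-only regions (4.49%).

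The 5 Control-only regions with the highest mean fold enrichment were not typical of the set, since 4 of them were intergenic. The first lay on chromosome 4 from 122933447 to 122934397, 5.20 kb from the TSS of Pabpc4, with a fold enrichment of 9.04 ± 7.18 (SD, n = 3). The next was on chromosome 14 from 20110540 to 20110835, 258 kb from the nearest TSS, at 6.29 ± 3.36. Another was on chromosome 4 from 121870779 to 121871063, at 5.63 ± 4.31, and all of its words of 31 bases (100%) were repeated in the assembly. A region on chromosome 11 from 109477030 to 109477359, 3.75 kb from the TSS of Wipi1, reached 5.52 ± 2.73. The last overlapped the TSS, a UTR and CDS of Krt83 on chromosome 15 from 101269024 to 101270458, at 5.37 ± 1.11.

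The 5 strongest of the 6 TGF-β1-only regions had lower fold enrichment. The Control-only regions above were the top 5 of 156, so a difference of this kind would arise from the selection alone. An intron of Adamts12 held the first, on chromosome 15 from 11252001 to 11252867, with a fold enrichment of 2.34 ± 0.53 (SD, n = 3). An intron of Csmd2 held the next, on chromosome 4 from 127898577 to 127899343, at 2.06 ± 0.25, and 83.1% of its words were repeated in the assembly. An intergenic region on chromosome 5 from 100652023 to 100652775 reached 1.89 ± 0.26, with 92.4% repeated words. An intronic region on chromosome 2, from 105093034 to 105093322, had 1.77 ± 0.23. An intergenic region on chromosome 13 from 41338012 to 41338349 had 1.71 ± 0.16.

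In the 240 regions called in all 6 samples, the strength of the mark was compared with limma on the log2 of the highest fold enrichment. No region reached an adjusted p under 0.05 in either direction, and the smallest adjusted p from limma was 0.320. At an unadjusted p under 0.05, 18 regions were higher and 6 were lower in the TGF-β1 samples. With the replicate block in the limma fit the counts past the adjusted threshold were 0 and 0, and the smallest adjusted p from limma was 0.483. The median log2 ratio over the regions was 0.07. On simulated regions with the same means and replicate spread, the fit recovered 32 of 40 regions (80%) changed by 1 log2 unit. It also made 4 false calls. The simulation had no calling step. Real regions that fell below the calling threshold in any sample leave this set, so the recovery rate does not cover such losses. The strongest shared region was intergenic, on chromosome 3 from 8244693 to 8246654, with a fold enrichment of 9.45 ± 0.60 in the Control samples and 5.66 ± 1.83 in the TGF-β1 samples (SD, n = 3 each). Its log2 ratio was -0.78 with a standard error of 0.23 and an adjusted p from limma of 0.441. An intergenic region near the start of chromosome 12, from 3109758 to 3110224, had 5.45 ± 0.38 and 5.28 ± 0.14. The other 3 of the 5 strongest lay on sequences with no fixed place in the assembly. In 1 of them, from 5745687 to 5747473 of the unplaced sequence, fold enrichment was 4.96 ± 2.05 in the Control samples and 8.29 ± 1.05 in the TGF-β1 samples (SD, n = 3 each), a log2 ratio of 0.82 with a standard error of 0.32 and a limma adjusted p of 0.441. The other 2 had log2 ratios of -0.09 and -0.11, with limma adjusted p values of 0.842 and 0.932.

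The genes listed by the study with both altered H3K27me3 and altered expression were examined next. In 10 of these 15 genes no sample had a peak in the gene body or 2 kb upstream, and in the other 5 the peaks were found in Control samples and in no TGF-β1 sample. Tnxb, on chromosome 17 from 34807480 to 34856760, had a peak in all 3 Control samples, between 34808222 and 34809145 in the CDS near the start of the gene. The peaks were 418, 376 and 679 bp long. Wnt1, on chromosome 15 from 98620288 to 98624268, had a peak in Control samples 1 and 2, between 98622335 and 98623491 in CDS and intron. Egr2, on chromosome 10 from 66998223 to 67004936, had peaks in 2 Control samples, and so did Whrn, on chromosome 4 from 63075944 to 63157025. Prrx1, on chromosome 1 from 165175247 to 165243841, had a peak of 174 bp in 1 Control sample. A missing call in a list means that no peak passed the calling threshold at this depth, not that the mark was absent.

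**Figure D4:**
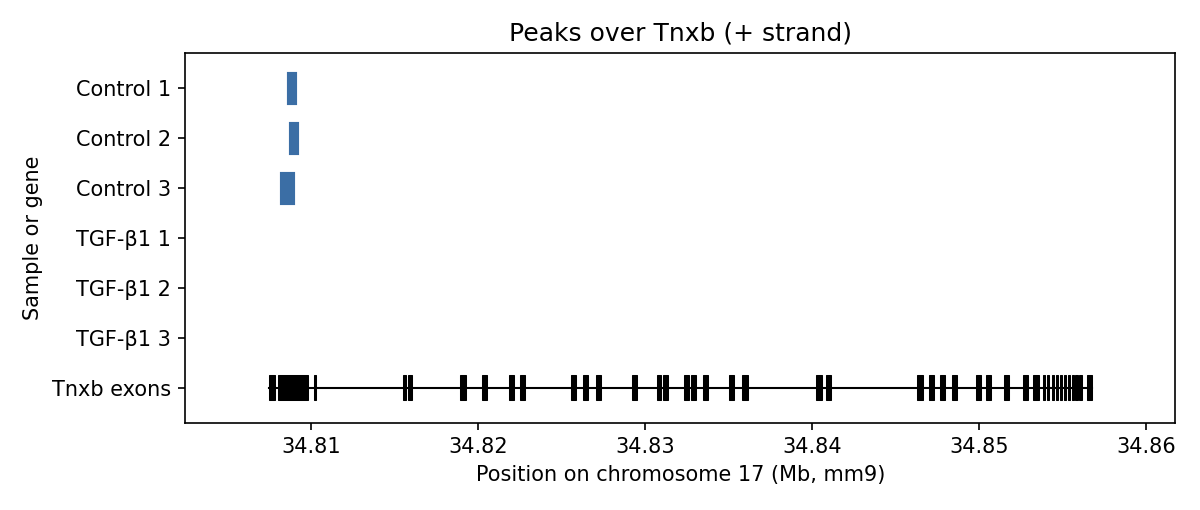
Peaks of the 6 samples (1 row per sample) over Tnxb, with its exons in the bottom row and the position on chromosome 17 in Mb (mm9) on the horizontal axis. The 3 Control rows each hold 1 peak near the start of the gene, and the 3 TGF-β1 rows hold none.

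The values attached to the peaks were examined before any weight was placed on them. The background of each peak was recovered as (pileup + 1) / fold enrichment - 1. Its lowest value in each sample lay close to the genome-wide expectation from the tag number and fragment length, for example 2.0 tags against 2.0 in Control sample 1. On chromosome 9, however, the median implied background was 87.1 to 144 tags in the 6 samples. A background of that height along the chromosome would need 63192462 to 100983194 tags, more than each whole library held. Of all 11214 peaks, 7510 (67.0%) carried a mean −log10 q under 1, although the weak-region threshold was a q of 0.1. Results that use fold enrichment or q are therefore less certain than results that use positions. Whether such a background also changed which peaks were called was not tested, so peak numbers and positions may be affected too.

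**Figure D5:**
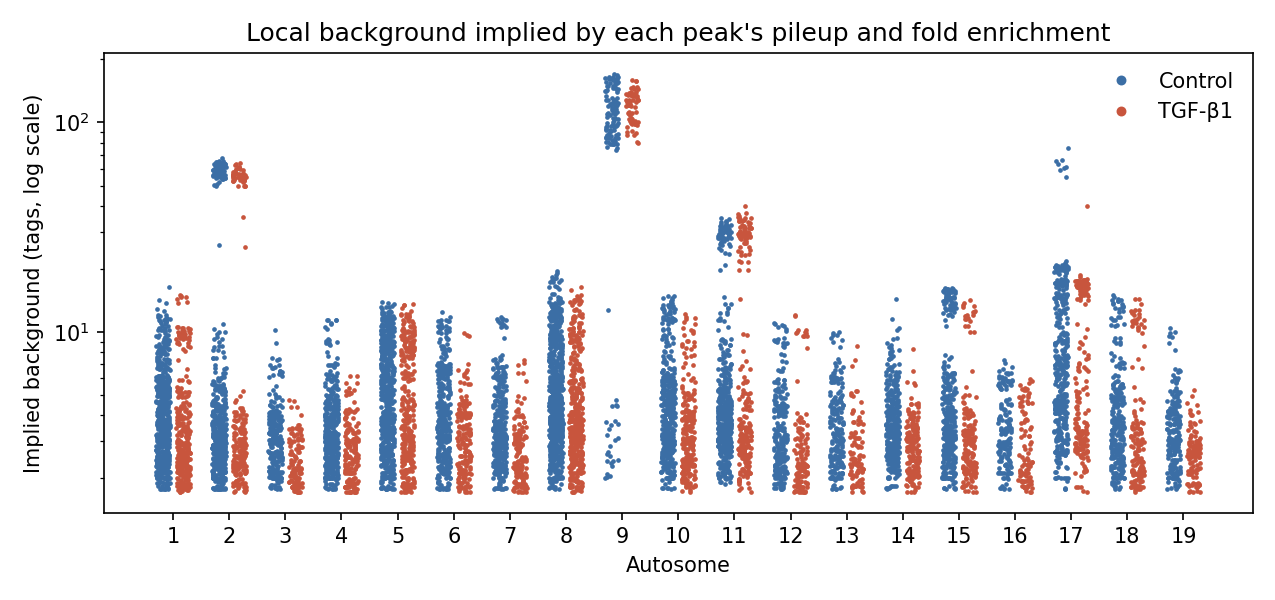
Background in tags implied by the pileup and fold enrichment of each peak (vertical axis, log scale) on each autosome (horizontal axis), with 1 point per peak of the 3 Control and the 3 TGF-β1 samples. Both groups show high bands on the same chromosomes, with sample medians of 87.1 to 144 tags on chromosome 9.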

Values the study reported

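The study reported 40 genes with differential H3K27me3 after TGF-β treatment. Of these, 7 were described as gaining the mark and 33 as losing it. It listed 15 of its differentially expressed genes as lying in such regions, and for 6 of these the change in the mark and the change in expression ran in opposite directions.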

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

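The log2 ratio of the peak number stayed negative under all 8 alternatives that kept every sample and moved by less than the spread between replicates, and so did that of the covered length under its 8. Across the 6 fits that each left out one sample, the peak number ran from -1.17 to -0.74 and the covered length from -1.40 to -1.01. The median width kept its direction under all 7 alternatives, and ran from -0.34 to -0.22 when samples were left out. In the replicate block, with same-numbered samples as pairs, the log2 differences were -0.98 for peak number, -1.19 for covered length, -0.27 for median width and 0.07 for median fold enrichment, the same as without it because each pair uses every sample once. That agreement is fixed by the design and shows no stability.

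The median fold enrichment did not keep its direction in all alternatives. Its log2 ratio was -0.0083 with peaks of −log10 q of at least 5, against a pooled replicate SD of 0.15. With peaks of a fold enrichment of at least 4 it was -0.068. The latter threshold selects on the compared value, so it speaks only for the strongest peaks. The cause of these reversals was not tested. The log2 ratio of the median fold enrichment ran from 0.05 to 0.11 when samples were left out.

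Peak numbers in the gene elements stayed lower with TGF-β1 in all alternatives that were run. The downstream element moved to a log2 ratio of -0.43 with −log10 q of at least 5, where each sample had few such peaks, and the cause was not tested. At this threshold the groups were no longer fully separated downstream (exact permutation p of 0.3). The same held between genes, with a log2 ratio of -0.55 and an exact permutation p of 0.2. The smallest change was then downstream instead of between genes. When samples were left out, the ratios ran from -1.95 to -1.42 upstream, from -1.88 to -1.38 in CDS, from -1.46 to -0.94 in introns, from -1.27 to -0.94 downstream and from -0.91 to -0.49 between genes.

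The alternatives for the composition of the peak sets were chosen after seeing the data. As a difference in percentage points of placed peaks, TGF-β1 minus Control, assignment by midpoint gave -2.94 upstream, -3.03 in CDS and -1.63 in introns, and the downstream share reversed to 0.050. With −log10 q of at least 5 the differences were -7.36 upstream, -8.91 in introns and 15.4 between genes, and the downstream share reversed to 1.44. When samples were left out, they ran from -6.49 to -5.78 upstream, from -7.79 to -6.79 in CDS, from -6.23 to -4.79 in introns, from -0.43 to -0.11 downstream and from 8.79 to 10.6 between genes. The extra fall of peaks at CpG-rich promoters was -1.25 with −log10 q of at least 5 and -1.05 with −log10 q of at least 1, and ran from -1.20 to -1.16 when samples were left out. The cause of these changes was not tested.

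The excess of within-group over between-group overlap kept its sign under all 6 alternatives. On the Jaccard scale it fell to 0.031 with equal numbers of peaks taken by −log10 q and to 0.017 with equal numbers drawn at random, which was chosen after seeing the data, and the cause was not tested. As a difference in the share of overlapping peaks, which is another scale, it was 0.034 when 1 bp counted and 0.023 when overlap meant 50% of each peak. The Jaccard difference ran from 0.031 to 0.055 when samples were left out.

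The counts of group-only regions moved most. Control-only regions numbered 21 with equal numbers of peaks by −log10 q, 8 with −log10 q of at least 5, 86 when a call had to cover 50% of the region, and 632 when 2 of 3 samples were enough. They numbered 40 with the longest 878 peaks of each sample and 10.1 on average with 878 random peaks, both chosen after seeing the data. TGF-β1-only regions numbered 30 with equal numbers by −log10 q, 2 with −log10 q of at least 5, 71 when 2 of 3 samples were enough, 33 with the longest peaks and 27.8 with random peaks. The relative size of the 2 counts thus turned over in 2 of the 3 settings with equal numbers. With random peaks this has a mechanical part, because a Control list loses more of its peaks in the draw and a region must survive in all 3 lists. When samples were left out, the counts ran from 183 to 387 for Control-only and from 6 to 33 for TGF-β1-only regions, as fewer samples had to concur.

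The limma comparison of shared regions gave 0 regions in both directions under all 5 alternatives. It also gave 0 in each of the 6 fits that left out a sample. The smallest adjusted p from limma in those 6 fits ran from 0.0592 (without TGF-β1 sample 1) to 0.660 (without Control sample 2). Without TGF-β1 sample 1 the result thus lay close to the threshold of 0.05. At an unadjusted p under 0.05 the main counts were 18 higher and 6 lower, and they changed to 7 higher and 15 lower when each sample was centred on its median. All these values rest on fold enrichment, whose link to the positions is doubtful. Of the 15 genes of the study, 10 had no peak in any sample and could not change under stricter q thresholds. For the other 5 genes, all 10 values moved under these thresholds, and Prrx1 and Whrn were left with a peak in 0 samples. These genes had no TGF-β1 peak that a stricter threshold could leave, so the direction could not have reversed.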

Other observations

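The tests of depth, duplicates, unplaced sequences, promoter GC content with clusters of genes, implied background, library names and splits of the samples were chosen only after the results they bear on were seen. The tests of enrichment efficiency, promoter families, promoter CpG, repeated words, random equal draws and early against later regions were written down before their results were seen, but after a first look at the lists that included the CpG content of Control-only and shared regions.

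The fall in peak number with TGF-β1 was weighed against technical explanations. The mean number of tags after filtering differed by -2.55% in the TGF-β1 libraries, and the sample with the fewest peaks had the most tags, which goes against depth for that sample. Without it the difference was -5.65%, and whether a difference of this size changes the number of calls was not tested. The same sample had the lowest duplicate rate, 11%, but the other 2 TGF-β1 libraries had 17% and 21%, above every Control library (13 to 16%). The fall therefore cannot be told apart from duplicate reads in those samples. An equal loss of every kind of peak is not what the lists show, because peaks on unplaced sequences kept nearly their number, with a log2 ratio of -0.19. A less efficient immunoprecipitation remains possible. Peaks at CpG-rich promoters fell by 1.18 more on the log2 scale than other peaks (a difference of -1.18), as weaker enrichment of the antibody's targets would give, but a loss of the mark in the cells would give the same. The fall may be biological or come from the enrichment step or the libraries, and peak lists without an input or a spike-in cannot tell these apart.

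Peaks on unplaced sequences made up 5.06% of the peaks in the TGF-β1 samples and 2.86% in the Control samples. Every TGF-β1 share lay above every Control share, but narrowly, with a lowest TGF-β1 share of 3.805% and a highest Control share of 3.791%. The TGF-β1 mean was raised by sample 2, at 7.40%, while samples 1 and 3 had 3.81% and 3.96%. Their number was not higher, with a mean difference of -8.67 peaks, so the share rose because other peaks fell. No biological explanation was tested for this.

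Control peaks were frequent at developmental regulators, families such as Hox, Pax, Sox and Wnt that are common targets of the mark. Of 133 family genes with a CpG-rich promoter, 39 (29.3%) had a peak within 2 kb of the TSS in at least 1 Control sample. In 10000 random lists matched on the number of promoter CpG the mean was 10.5%, and no list reached the observed share (permutation p of 0.0001, the smallest that 10000 lists can give). Promoter GC content and clusters such as Hox were then taken into account, with lists matched on both CpG number and GC content and with 1 gene per 500 kb. Of the 111 family genes left, 32 (28.8%) had a Control peak against 15.6% in the matched lists (permutation p of 0.0002), so promoter GC and clusters do not account for all of the excess. In the TGF-β1 samples 9 of the 133 (6.77%) had a peak against 3.55% in lists matched on CpG number (permutation p of 0.0494), but 6 of the 111 (5.41%) against 5.43% in the second comparison (permutation p of 0.575). The TGF-β1 peaks at these genes thus cannot be told apart from GC content and clusters. Whether the enrichment differs between the groups was not tested.

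The promoters that lost their peak were richer in CpG than those that kept it. Of 313 genes with a promoter peak in all 3 Control samples, 119 had none in the TGF-β1 samples, and these had 115 ± 37.9 CpG (SD) within 1 kb of the TSS, against 98.1 ± 41.4 for the 194 others. The permutation p of 0.00047 came from shuffling genes, not samples. It treats genes as independent and does not measure the spread between replicates. More CpG at the lost promoters is what a difference in GC bias between the libraries would give. The loss at promoters thus cannot be told apart from that explanation. A hypothesis in which the mark itself was lost at CpG-rich promoters is equally open.

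The headers name the libraries gDNA, which may point to unenriched genomic DNA or to methylated DNA. For unenriched DNA the family genes should have matched the 10.5% of the random lists, and the Control lists did not, also with GC content and clusters taken into account. The TGF-β1 lists gave no such excess in the second comparison, so unenriched DNA cannot be excluded in this way for those libraries. For methylated DNA libraries the 16.1% of Control peaks at CpG-rich promoters leaves the question open, since promoters of developmental genes can gain DNA methylation in culture.

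Regions shared by all 6 samples may owe much to repeated sequence. Of those with a fixed place, 47.0% consisted mostly of repeated words, against 4.49% of Control-only regions, as reads from collapsed or near-identical copies would give. The other regions were not mostly repeated, and no test showed whether they carry the mark.

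The values of the peaks appear out of step with their positions. Averaging over weak stretches of a broad peak is a candidate explanation for mean q values beyond the threshold, yet among peaks no longer than 1.2 fragment lengths 68.4% still had a −log10 q under 1. A copy number gain of chromosome 9 would need at least 63192462 tags at the implied background, more than any library holds. Over all neighbouring peaks 100 kb to 5 Mb apart with raised background, 8.47% differed by under 1%, and independent Poisson counts in 10000 bp windows gave 12.6%. Because each reference pair shares a single rate, any jump between levels lowers the observed share, and this comparison of neighbours alone shows little. Longer stretches were therefore counted, of at least 5 consecutive peaks over at least 5 Mb whose raised background differed by no more than 25% of the lowest. They held 10.7% of the autosomal peaks (1131 of 10618), against a mean of 0.526% and at most 0.989% in 100 shuffles of the values among the peaks of each chromosome. In Control sample 1 the last 30 peaks of chromosome 2, from 165 to 182 Mb, had 50.4 to 61.6 tags, while the 154 peaks before them had at most 9.76. Background taken from windows of 10000 bp would not be expected to hold 1 level over many Mb. Values assigned to the wrong peak further along a chromosome would lower the correlation between samples there. The mean Spearman rho of fold enrichment between samples, across regions that are not independent replicates, was 0.469 over the first 5 shared regions of each autosome and 0.201 over the later ones, and it was higher for the first regions in 15 of 15 pairs of samples. That is consistent with such a shift, but the first regions may also include strong repeats near the centromere, and a wide range of values raises a correlation. The hypothesis could be settled with the aligned reads, which were not analysed here.

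Other splits of the samples were counted for each comparison across regions. Of the 10 splits into 3 and 3, 4 part all 3 same-numbered pairs and 6 part 1 pair, so the real split was set against the 4. Among these, 1 split, the real one, gave as many Control-only regions, and 1 gave as large a difference in overlap. For TGF-β1-only regions, 2 of the 4 splits had a smaller side at least as large as 6 regions. All 4 gave as many shared regions past the adjusted threshold, which carries no information because the real count was 0. At an unadjusted p under 0.05 the real split gave 24 regions and no other split more than 15, but on another measure it did not stand out, since 2 of the 4 splits, the real one included, had a smallest adjusted p as low as its 0.320, and the other reached 0.088. With 4 comparable splits no share under 0.25 is possible, so chance cannot be excluded by this count. In 0 of 100 draws of equal peak numbers did Control-only regions outnumber TGF-β1-only regions, a test that the thinning of the longer lists largely fixes in advance.

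The study described Tnxb as gaining the mark with TGF-β1 and Wnt1 as losing it. The peak lists run the other way at Tnxb, with a peak in all 3 Control samples and in 0 TGF-β1 samples, and the same way at Wnt1. Prrx1, Egr2 and Whrn, which the study also listed as losing the mark, had peaks in Control samples only. Among all union regions, 4002 were called only in Control samples, 1719 only in TGF-β1 samples and 1203 in both groups. Calls in Control samples only were thus the most frequent pattern across the genome. The same pattern was seen at Tnxb and at the listed genes that lost the mark, so it does not separate the directions the study reported. By its methods the study compared read counts over merged peaks. The lists used here hold no such counts, so its differential regions were not recomputed and the contrast at Tnxb is not a direct test. With peaks of −log10 q of at least 5 the excess of Control samples with a peak fell from 3 to 1 at Tnxb and from 2 to 1 at Wnt1.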
